A study of Salmo salar with 12 samples. Its data were reported in "Leveraging transcriptome and epigenome landscapes to infer regulatory networks during the onset of sexual maturation" (2022).

How the data were processed

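CpG methylation was measured by whole-genome bisulfite sequencing in 12 libraries of female Atlantic salmon. The libraries covered 3 tissues (pituitary, ovary and liver) and 2 time points, T1 (immediately before a long-light photoperiod) and T4 (the last sampling after it), with 2 libraries per tissue and time point. Groups and replicate numbers were taken from the library descriptions.

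The authors trimmed paired-end reads with Trim Galore, aligned them with BSseeker2 and Bowtie2 to the bisulfite-converted ICSASG_v2 assembly, removed PCR duplicates with Picard MarkDuplicates and called methylation with BSseeker2. The deposited files hold, for each CpG cytosine, the raw count of reads and the raw count of methylated reads, without normalisation, and the authors listed cytosines with at least 10 reads. Cytosines of both strands are listed separately and were kept so. The 29 sequences whose names begin with CM are called chromosome sequences here. All coordinates are those of the files (ICSASG_v2, counted from 1). No annotation of this assembly was used here, so no region was assigned to a gene.

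The methylation level of a CpG was the methylated reads as a percentage of all reads. Mean levels per library were taken over the 3563979 CpG cytosines present in all 12 libraries. Time points were compared within each tissue with exact two-sided permutation tests of the library means, for which the smallest p of 2 against 2 libraries is 0.333. A stratified exact test over the 3 tissues used 216 arrangements. Tissues were compared with 4 libraries each (70 arrangements), with Benjamini-Hochberg adjustment over the 3 pairs. Similarity was described by Pearson correlations across the common CpGs and by principal components. CpGs are not replicates, and no p was computed from them.

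DSS, the package the authors used for differentially methylated regions (DMRs), was not installed. Its published approach was written in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, numba 0.67.0): levels were smoothed over a 500 bp window, dispersions per CpG were shrunk to a log-normal prior within each group, and T4 was compared with T1 by a Wald test. The variance of a smoothed level needs the correlation between neighbouring CpGs. It was estimated from the replicate differences of adjacent CpGs within 250 bp, at 0.151 in the pituitary, 0.178 in the ovary and 0.163 in the liver. A correlation of 0.8 had been used first, and the estimate was adopted after the resulting counts were seen (the counts under 0.8 are given in the closing section). DMRs were runs of CpGs with p under 0.001, joined within 50 bp, at least 50 bp long, with at least 3 CpGs of which at least 50% passed the threshold, and with a difference of over 10 percentage points (points below). The p-values were not adjusted for the number of CpGs, so the counts of DMRs were set beside the counts from the other ways of splitting the same 4 libraries. The DMRs named are, per tissue, the 3 with the largest increase and the 3 with the largest decrease among those in which both T4 libraries lay on the same side of both T1 libraries and coverage was at most 3 times the median. Overlap between tissues was at least 1 bp, against 1000 random placements of regions with the same number of CpGs.

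Methylated and unmethylated reads were also summed over 1 kb tiles with at least 3 common CpGs, which gave 494902 tiles. They were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test with a library effect, 6 group terms and a common dispersion estimated on 20000 tiles (0.0238), with Benjamini-Hochberg adjustment and a threshold of 0.05. All 12 libraries shared a single estimate of the spread. Contrasts were T4 against T1 in each tissue and over the 3 tissues, the tissue by time point interaction (2 degrees of freedom), and the tissue pairs. Up to 3 tiles with the smallest p were named per contrast. The alternative test was limma 3.58.1 on log2 ratios of methylated to unmethylated reads with a pseudocount of 1. Libraries of different tissues came partly from the same fish and entered the tests over tissues as independent.

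The comparisons, thresholds and naming rules were fixed before the data were examined, except where stated. Both procedures were tested on simulated data. In both simulations the shift lowered the level at T4, so recovery of increases was not tested. A simulated ovary comparison covered 367591 CpGs of a single chromosome. Of 200 regions shifted by 40 points, 68% were recovered by the DMR calls, with 0 calls elsewhere. Without smoothing 22% were recovered, and with a correlation of 0.8 between CpGs 2%. The simulated reads carried no correlation between neighbouring CpGs, and the 68% was obtained with the estimate from these reads (0.000473). Neither the recovered shares nor the calls outside the shifted regions therefore test the correlation used for the real data. In a simulated ovary comparison on 19999 tiles, edgeR recovered 93% of 200 tiles shifted by 30 points and limma 50.5%, and the interaction test recovered 45.5% with edgeR and 0% with limma. With a shift of 50 points on 20000 tiles, the interaction test recovered 93% with edgeR and 75% with limma. The simulated tile tests covered far fewer tiles than the real ones, and a larger share of them was called. Adjustment over more tiles with a smaller share called requires a smaller p of each tile. The recovered shares of tiles may therefore overstate recovery in the real tests, including the interaction test.

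Alternatives changed a single choice at a time: every CpG of each file, at least 20 reads per CpG, read-weighted levels, CpGs over 3 times the median coverage left out, a p threshold of 1e-05, a minimum difference of 25 points, no smoothing, a shared dispersion, strands summed, 5 kb tiles, no minimum number of CpGs per tile, limma, blocks by replicate number or fish code, fits on a single tissue, and leaving out each library in turn. Depth limits the precision as follows. Median coverage was 14 to 15 reads per library and 20 to 25 reads at the common CpGs, so a level at a single CpG is coarse, whereas the 95% Wilson intervals of the read-weighted library levels had a half-width of 0.00740 to 0.00890 points. These intervals and the limits given for counts of 0 cover counting error only.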

Results

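The data comprised genome-wide CpG methylation of the pituitary, ovary and liver at T1, before the long-light photoperiod that induces maturation, and at T4, after it, with 2 libraries for each of the 6 combinations of tissue and time point. The libraries listed between 9063730 and 12056957 CpG cytosines with at least 10 reads, and the coverage summed over these cytosines was 159785200 to 224866844 reads. Median coverage was 14 or 15 reads in every library. In all 12 libraries, 3563979 cytosines were covered, of which 91.1% lay on chromosome sequences. Pituitary T1 replicate 1 listed no cytosine with more than 150 reads, whereas the other 11 libraries listed 13515 to 21326 such cytosines.

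The first question was whether the overall level of methylation changed with the onset of maturation. Over the common CpGs, the mean level was 79.8% ± 0.176 (SD, n = 2) at T1 and 79.3% ± 0.287 (SD, n = 2) at T4 in the pituitary, a difference of -0.538 points. In the ovary it was 77.9% ± 0.275 (SD, n = 2) at T1 and 78.5% ± 0.562 (SD, n = 2) at T4, a difference of 0.632 points. In the liver it was 82.0% ± 0.0387 (SD, n = 2) at T1 and 81.9% ± 0.0145 (SD, n = 2) at T4, a difference of -0.0968 points. In each tissue both T4 libraries lay on the same side of both T1 libraries, and each exact permutation test gave p = 0.333, the smallest that 2 libraries against 2 can give. Over the 3 tissues the mean difference was -0.000812 points (stratified exact permutation test, two-sided, p = 1). When every CpG of each file was used in place of the common CpGs, the pituitary difference became 0.0422 points and the liver difference 0.0865 points. The direction in these tissues thus rested on the set of CpGs. The ovary difference kept its direction but fell to 0.375 points (exact permutation test, p = 0.667). Ovary T4 replicate 1 (79.3%) then lay below ovary T1 replicate 1 (79.5%). On the common CpGs, leaving out ovary T4 replicate 2 lowered the ovary difference to 0.235 points.

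**Figure D1:**
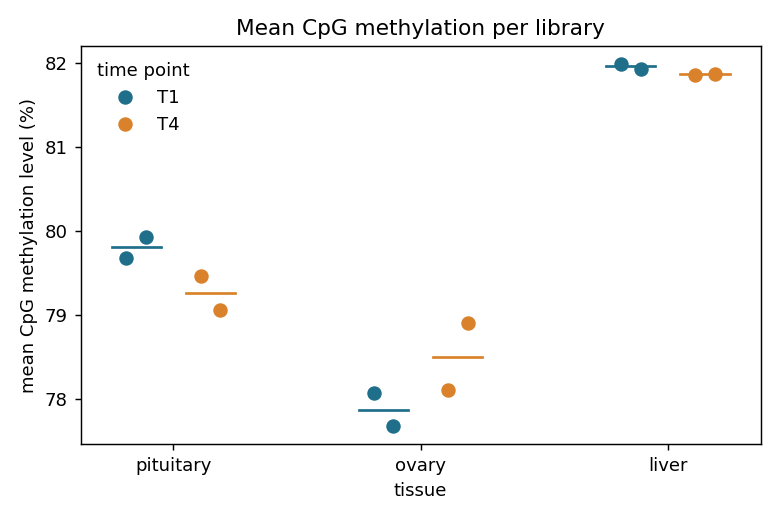
Mean CpG methylation level (%) of each library over the CpGs common to all 12 libraries, by tissue and time point; points are libraries and lines are group means. The liver libraries lie highest and the ovary libraries lowest, and the difference between time points is largest in the ovary (0.632 points).

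The tissues differed by more than the time points. The mean level was 81.9% ± 0.0608 (SD, n = 4) in the liver, 79.5% ± 0.366 (SD, n = 4) in the pituitary and 78.2% ± 0.514 (SD, n = 4) in the ovary. The difference was -3.73 points for ovary minus liver, -2.38 points for pituitary minus liver and 1.35 points for pituitary minus ovary. Each of the 3 pairs gave p = 0.0286 in a two-sided exact permutation test (Benjamini-Hochberg adjusted p = 0.0286), and no library of the higher tissue fell below a library of the lower tissue.

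Libraries were then compared across the common CpGs. The mean Pearson correlation was 0.853 for the 6 pairs of libraries of the same tissue and time point, 0.842 for the 12 pairs of the same tissue and the other time point, and 0.706 for the 48 pairs of different tissues. Restriction to CpGs with a mean level between 0.2 and 0.8 as a fraction moved these values most, to 0.717, 0.681 and 0.243. The first and second principal components, with 29.8% and 23.2% of the variance, separated the tissues. The third component, with 7.83%, placed the T4 libraries above the T1 libraries in every tissue. On that component liver T4 replicate 1 had a score of 0.535, between those of the liver T1 libraries (-3.72 and -1.52) and that of liver T4 replicate 2 (3.32).

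**Figure D2:**
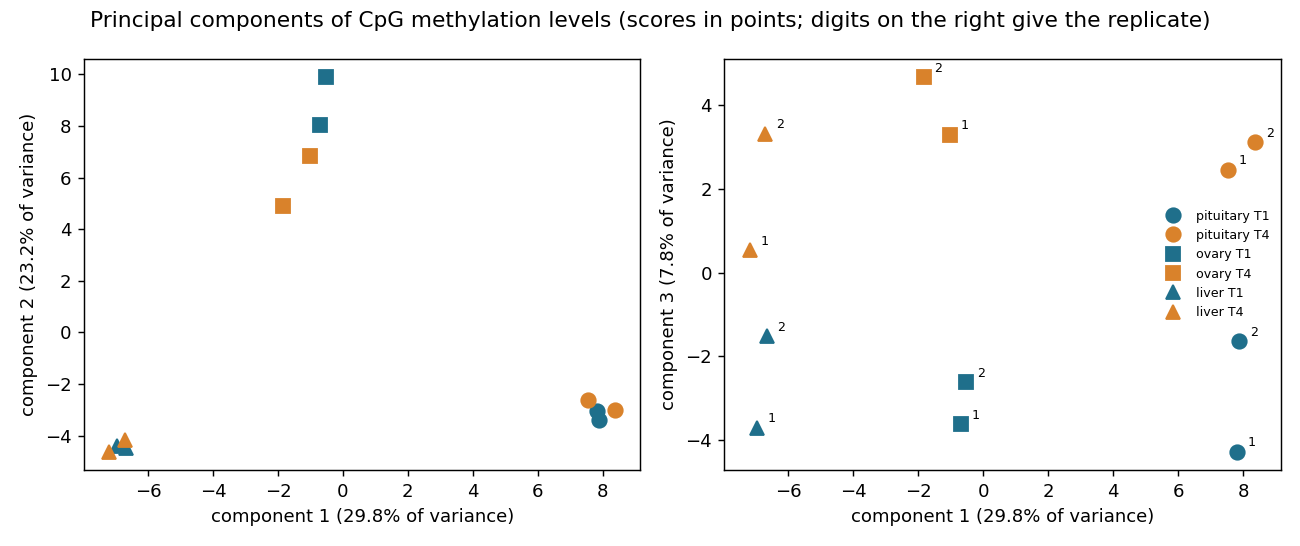
Scores of the 12 libraries on principal components 1 and 2 (left) and 1 and 3 (right) of CpG methylation levels, in points; symbols give the tissue, colours the time point and digits the replicate. Components 1 and 2 separate the tissues, and on component 3 each T4 library lies above the T1 libraries of its tissue.

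To find where methylation differed between T4 and T1, DMRs were called in each tissue. The test covered 5597767 CpG cytosines in the pituitary, 5678324 in the ovary and 5387158 in the liver. It called 731 DMRs in the pituitary, 1617 in the ovary and 632 in the liver. Their mean length was 97.2 bp, 94.2 bp and 98.4 bp, with a median of 5 CpGs in each tissue. In the pituitary 324 DMRs (44.3%) had higher methylation at T4, and in the liver 289 (45.7%). In the ovary 1270 DMRs (78.5%) had higher methylation at T4 and 347 had lower methylation.

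The same 4 libraries of a tissue can be split 2 against 2 in 2 other ways, each of which sets a T1 and a T4 library against the remaining pair. These splits gave 379 and 350 regions in the pituitary, 239 and 336 in the ovary, and 323 and 384 in the liver. The count of T4 against T1 was thus above both other splits in every tissue, although 3 splits cannot give a p under 0.05. Smoothing and the correlation between neighbouring CpGs had strong effects on the counts. Without smoothing there were 187 DMRs in the pituitary, 182 in the ovary (64.8% higher at T4) and 148 in the liver, and with the correlation set to 0.8 in place of its estimate there were 190, 169 (63.3%) and 171. In the ovary comparison simulated without correlation between CpGs, these settings recovered 22% and 2% of the shifted regions. The main procedure recovered 68% there, but with the simulation's own estimate (0.000473) in place of the estimates from the data. A setting of 0.8 had to lower recovery in such data, so these shares do not favour either correlation. The ovary result depended on single libraries. Without T4 replicate 2 there were 820 ovary DMRs, of which 59.9% were higher at T4, and without T1 replicate 2 there were 1034 (67.5%), whereas without T1 replicate 1 there were 2161 (84.2%). Without liver T1 replicate 1, the share of liver DMRs with higher methylation at T4 was 52.1%.

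**Figure D3:**
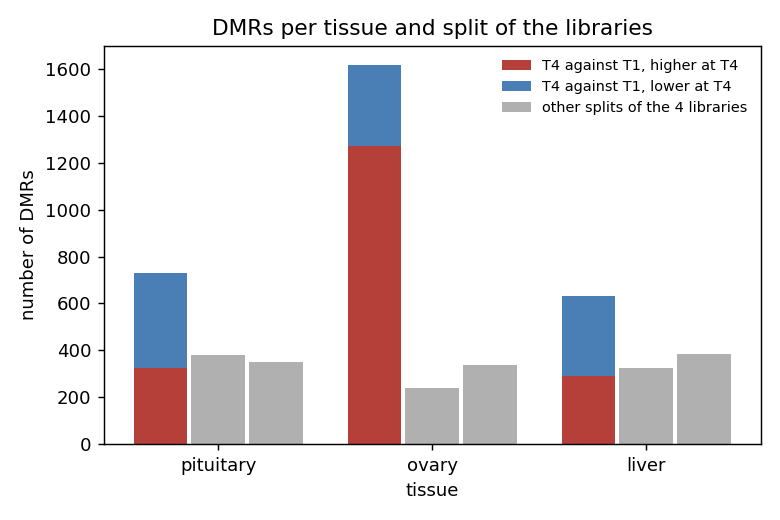
Number of DMRs per tissue for T4 against T1 (coloured bars, split by direction) and for the 2 other ways of splitting the same 4 libraries (grey bars). The ovary has 1617 DMRs for T4 against T1, against 239 and 336 for its other splits.

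Single DMRs reached differences of over 70 points. The largest increase in the pituitary lay on CM003293.1 from 43647111 to 43647190 (4 CpGs). Its level was 89.7% ± 4.98 (SD, n = 2) at T4, and 0 of 133 reads were methylated at T1, which allows a level of up to 2.26%. At the same CpGs the mean level at T4 was 90.7% in the ovary and 71.6% in the liver, with 0 methylated reads at T1 in both (0 of 110, which allows up to 2.73%, and 0 of 133). The next increases in the pituitary were on CM003295.1 from 48236953 to 48237024, from 5.88% to 94.2%, and on CM003290.1 from 76503648 to 76503748. The latter rose to 79.3% from 0 of 422 reads (up to 0.711%) and was also the largest increase in the liver (0.768% to 87.8%). A neighbouring region on CM003290.1, from 76503871 to 76503946, ranked next in the liver (3.44% to 89.8%), and the region on CM003293.1 named above ranked after it.

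The largest decrease in the pituitary was on AGKD04020216.1 from 8104 to 8155, where the level fell from 95.6% to 14.4% (n = 2 each). In the liver it was on CM003285.1 from 14700776 to 14700836, from 85.5% ± 2.01 (SD, n = 2) at T1 to 0 of 200 methylated reads at T4 (up to 1.5%). The other named decreases in the pituitary were on CM003295.1 from 49153832 to 49153906, from 81.8% to 0.694%, and on CM003298.1 from 14147381 to 14147480, from 83.4% to 3.43%. In the liver they were on CM003305.1 from 10595851 to 10595935, from 85.4% to 7.11%, and on CM003301.1 from 17178327 to 17178417, from 82.9% to 5.57%.

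In the ovary the largest increase was on CM003280.1 from 14592552 to 14592643 (8 CpGs), from 0.822% ± 0.123 (SD, n = 2) to 84.7% ± 3.63 (SD, n = 2). The same CpGs rose by 62.8 points in the pituitary and by 45.1 points in the liver. The next were on CM003305.1 from 39773603 to 39773694 (82.2 points) and on CM003289.1 from 47137606 to 47137677 (81.8 points). The largest decrease in the ovary was on CM003280.1 from 68597752 to 68597828, from 78.8% ± 15.2 (SD, n = 2) to 0.833% ± 1.18 (SD, n = 2). It was followed by regions on CM003279.1 from 21447245 to 21447316, which fell from 80.8% to 6.62%, and on CM003287.1 from 98262852 to 98262935, which fell from 86.8% to 12.8%. Mean coverage per CpG in the named DMRs lay between 10.3 and 41.5 reads in the libraries of the tissue concerned. Where a difference could be computed in the other tissues it had the same direction, except at the DMR on CM003301.1, which was 2.49 points higher at T4 in the ovary. None could be computed for the decreases on CM003295.1 in the pituitary and on CM003280.1 in the ovary.

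The tissue specificity of the DMRs was examined by their overlap. Of the pituitary DMRs, 220 overlapped an ovary DMR and 218 a liver DMR, and 166 ovary DMRs overlapped a liver DMR. Random placement gave means of 2.33, 1.03 and 2.1 overlaps, and each permutation of the positions had p = 0.001, the smallest that 1000 placements can give. These placements do not account for fish that were sampled in more than a single tissue. In all 3 tissues, 114 pituitary DMRs overlapped both an ovary and a liver DMR. The direction was shared by all 220 and 218 overlaps of the pituitary DMRs and by 162 of the 166 between ovary and liver. A threshold of p under 1e-05 lowered the overlaps most, to 109, 117 and 62. Fewer DMRs were called at this threshold, and the share of them that overlapped rose. For pituitary DMRs it rose from 30.1% to 30.9% with the ovary and from 29.8% to 33.1% with the liver. For ovary DMRs it rose from 10.3% to 13.8% with the liver. Among ovary DMRs called at p under 0.001, 11.1% of those with higher methylation at T4 overlapped a DMR of another tissue. Of those with lower methylation, 37.8% did so.

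At the 993 ovary DMRs with higher methylation at T4 and at least 3 CpGs common to all libraries, the mean level in the ovary was 25.3% ± 3.62 (SD, n = 2) at T1 and 54.8% ± 3.64 (SD, n = 2) at T4. In the pituitary it was 53.4% ± 1.85 (SD, n = 2) and 58.9% ± 1.99 (SD, n = 2), and in the liver 69.4% ± 2.53 (SD, n = 2) and 73.4% ± 1.84 (SD, n = 2). At the 256 ovary DMRs with lower methylation at T4, the level fell from 68.4% to 34.3% in the ovary, from 59.5% to 36.3% in the pituitary and from 62.5% to 43.4% in the liver.

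**Figure D4:**
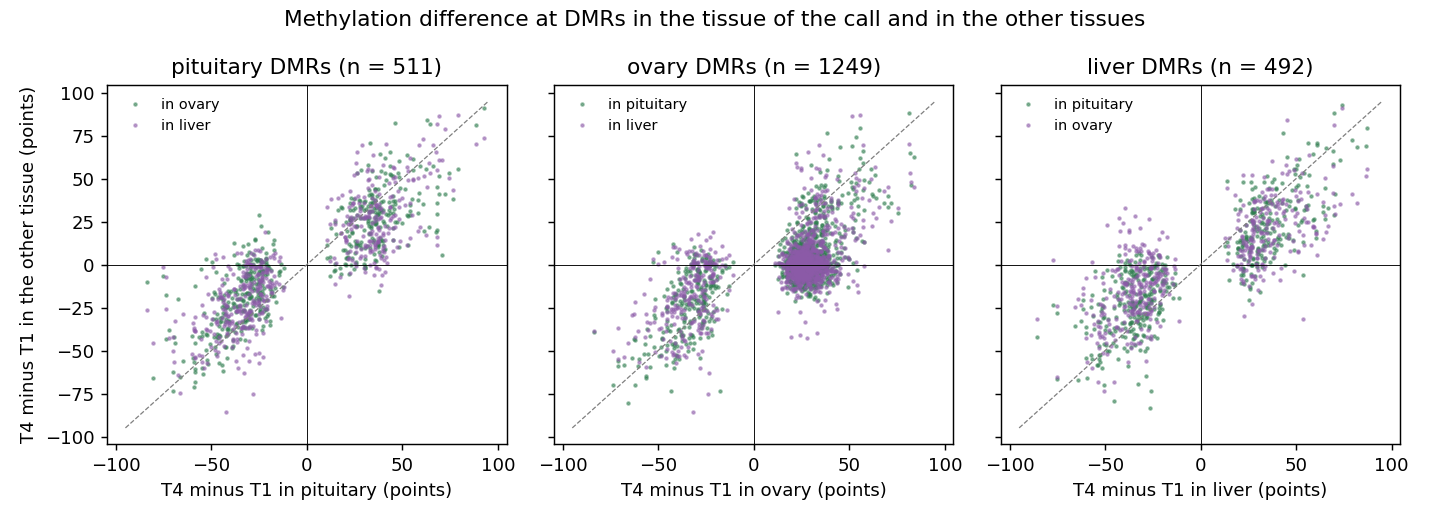
Difference T4 minus T1 (points) at the DMRs of the pituitary, ovary and liver with at least 3 CpGs common to all libraries, in the tissue of the call (horizontal axis) and in the other tissues (vertical axis); the dashed line marks equal differences. Pituitary and liver DMRs mostly keep their direction in the other tissues with smaller differences, whereas the 993 ovary DMRs with higher methylation at T4 have medians of 1.58 points in the pituitary and 0.678 points in the liver.

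As a second view of the comparison between time points, 494902 tiles of 1 kb were tested with edgeR's quasi-likelihood test. At an adjusted p under 0.05, 125 tiles changed in the pituitary (59 higher and 66 lower at T4), 185 in the ovary (133 and 52) and 115 in the liver (54 and 61). Their median absolute difference was 38.3, 35.2 and 38.4 points. The pituitary and the ovary shared 54 of these tiles, the pituitary and the liver 51, and the ovary and the liver 45. These counts were sensitive to the test and to single libraries: limma called 8, 10 and 10 tiles, and edgeR called 14 tiles in the pituitary without pituitary T1 replicate 1 and at most 40 without any other pituitary library. The direction of the ovary tiles rested on T4 replicate 2, without which 15 were higher and 18 lower. Without ovary T4 replicate 1 it called 25 tiles in the ovary, and without liver T1 replicate 2 it called 38 in the liver. Averaged over the 3 tissues, 1981 tiles changed (954 higher and 1027 lower), and limma called 517. Without liver T4 replicate 2 edgeR called 1098. This contrast counts libraries of the same fish as independent.

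Whether the change between time points differed among tissues was tested directly by the interaction. No tile passed (0 of 494902 tiles with edgeR at an adjusted p under 0.05, with 27791 tiles at an unadjusted p under 0.05; limma also called 0). With 5 kb tiles edgeR called 2 tiles, and without ovary T1 replicate 1 it called 11. A difference among the tissues in the number of changed tiles was therefore not matched by single tiles whose change differed among tissues at this depth and number of libraries. Recovery by the interaction test was not simulated over this many tiles, so the absence of such tiles does not exclude differences among tissues.

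The tile with the smallest p over the 3 tissues lay on CM003283.1 from 30324001 to 30325000 (16 CpGs; log2 odds ratio -5.12, edgeR adjusted p = 1.15e-08). Its level fell from 45.9% ± 3.86 (SD, n = 2) to 1.93% ± 0.199 (SD, n = 2) in the pituitary, from 33.3% ± 7.73 (SD, n = 2) to 3.19% ± 1.20 (SD, n = 2) in the ovary and from 48.7% ± 7.94 (SD, n = 2) to 1.37% ± 0.335 (SD, n = 2) in the liver, and it was lower in all 6 T4 libraries than in any T1 library. It was also the first tile in the liver and ranked next to the first in the pituitary. The first tile in the pituitary lay on CM003295.1 from 49153001 to 49154000 and overlapped a DMR named above, with a fall from 76.7% to 0.827% (edgeR adjusted p = 8.91e-07, both T4 libraries lower). The first in the ovary lay on CM003287.1 from 139256001 to 139257000, with a fall from 81.1% to 10.9% (edgeR adjusted p = 0.000771, both T4 libraries lower). The remaining named tiles of these contrasts had absolute log2 odds ratios between 5.23 and 8.39.

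Tissue differences were far more numerous. Of the 494902 tiles, 95302 differed between ovary and liver (12554 higher and 82748 lower in the ovary), 95054 between pituitary and liver (26580 higher and 68474 lower in the pituitary) and 101890 between pituitary and ovary (63853 higher and 38037 lower in the pituitary). Their median absolute differences were 17.4, 17.2 and 16.5 points. Between pituitary and ovary, limma without a block called 55987 tiles higher and 33815 lower in the pituitary. With the fish code of the titles as a block, over 2 codes, it called 11684 higher and 12342 lower, but for 1 of these codes the libraries did not match at CpGs that vary between fish (correlation 0.122). With at least 20 reads per CpG, 98572 tiles could be tested, of which 26045, 25455 and 27627 differed. The first tile for pituitary against liver and for pituitary against ovary lay on CM003296.1 from 10113001 to 10114000 (14 CpGs), with levels of 19.8% ± 1.96 (SD, n = 4) in the pituitary, 87.7% ± 1.22 (SD, n = 4) in the ovary and 92.7% ± 0.494 (SD, n = 4) in the liver (edgeR adjusted p = 5.81e-11 and 6.46e-10). The first for ovary against liver lay on CM003295.1 from 36699001 to 36700000, with levels of 0.585% ± 0.0889 (SD, n = 4) in the ovary and 58.4% ± 4.29 (SD, n = 4) in the liver (edgeR adjusted p = 1.35e-10).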

Values the study reported

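The study reported 1902 DMRs in the pituitary, 2982 in the ovary and 1606 in the liver between T4 and T1. The mean DMR length it gave was 251 bp. Of the ovary DMRs, 2175 (73%) were reported as more methylated at T4, whereas gains and losses were described as about equal in the pituitary and liver. It reported 8 DMRs common to all tissues and a mean methylation level of 81% per sample.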

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

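The tests in this part were chosen after the mean levels had been seen. The mean CpG methylation level moved in opposite directions between T1 and T4 in the ovary and in each of the other tissues. The T4 minus T1 difference was 0.729 points larger in the ovary than in the liver, and pituitary minus ovary was -1.17 points. In both pairs the ovary T4 libraries lay above the ovary T1 libraries, and the T4 libraries of the other tissue lay below its T1 libraries. Both pairs were set against the arrangements of time point within tissue: 2 of 36 gave as large a difference for each pair (exact permutation test, p = 0.0556). This is the smallest p that the test can give, so it could not have excluded chance, which cannot be told apart from a difference between tissues with so few libraries. Pituitary against liver gave -0.441 points (12 of 36 arrangements, exact permutation p = 0.333).

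The choice of CpGs may contribute. With every CpG of each file the difference was 0.0422 points in the pituitary, 0.375 in the ovary and 0.0865 in the liver. All tissues thus moved up. With at least 20 reads per CpG the opposite movement was present, at -0.673 points in the pituitary, 0.792 points in the ovary and -0.154 points in the liver. Ovary T4 replicate 2 carried much of the ovary difference, which was 0.235 points without it. A response to maturation that differs between tissues stays open and cannot be separated from differences between the 2 fish of each group.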

How the results depend on the processing

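The estimated correlation between CpGs, on which the reported DMRs rest, was chosen after results were seen: the first DMR counts used 0.8, now an alternative. The joining of CpGs up to 500 bp apart and the read-weighted level at named regions were also chosen after results were seen, and the other alternatives before the data were examined. With 0.8 there were 190 DMRs in the pituitary, 169 in the ovary (63.3% higher at T4) and 171 in the liver.

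With every CpG of each file the T4 minus T1 level was 0.0422 points in the pituitary, 0.0865 in the liver and 0.168 over the 3 tissues, all reversed; the cause was not tested. Without 1 library the value over the 3 tissues went from -0.133 to 0.132, and its sign changed in 6 of 12 cases. The ranges were -0.740 to -0.335 in the pituitary, 0.235 to 1.03 in the ovary and -0.124 to -0.0694 in the liver. Pituitary minus liver went from -2.51 to -2.22, ovary minus liver from -3.96 to -3.56 and pituitary minus ovary from 1.18 to 1.59, the last with an adjusted exact permutation p of 0.0571 without any 1 pituitary library. Of 28 values from other alternatives, 25 kept their direction, among them the liver difference, which read weighting shrank from -0.0968 to -0.0240.

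With p under 1e-05 there were 353 pituitary, 449 ovary (69.3% higher) and 315 liver DMRs, and overlaps of 109 (pituitary and ovary), 117 (pituitary and liver), 62 (ovary and liver) and 50 (all). Without smoothing there were 187 (49.7%), 182 (64.8%) and 148 DMRs, and with at least 20 reads 199 (37.7%), 666 (82.1%) and 181. The CpGs common to 12 libraries gave 475 pituitary DMRs. In the ovary, joining up to 500 bp gave 2543 DMRs, and a minimum difference over 25 points gave a share of 76.4%. Without 1 library, where a lone library takes the dispersion of the other group, the counts were 818 to 907 in the pituitary (35.9% to 49.5%), 820 to 2161 in the ovary (59.9% to 84.2%) and 708 to 819 in the liver (42.5% to 52.1%, reversed without liver T1 replicate 1).

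For tiles, limma called 8, 10 and 10 in the pituitary, ovary and liver and 517 over the 3 tissues. At least 20 reads gave 24, 57, 32 and 426, an interaction at 1 tile, and 26045 (ovary against liver), 25455 (pituitary against liver) and 27627 (pituitary against ovary). The interaction had 2 tiles of 5 kb. Fits on a single tissue gave 248 in the pituitary, 196 in the liver and 275 in the ovary (158 higher and 117 lower at T4). Blocks by fish code, with limma, gave 45461, 61643 and 24026 for the tissue pairs in the same order. The first and last counts rest partly on codes whose libraries did not match at CpGs that vary between fish. Ovary T1 replicate 2 correlated at 0.0354 with liver T1 replicate 1 and at 0.122 with pituitary T1 replicate 1. Ovary T4 replicate 1 correlated at 0.156 with liver T4 replicate 1. Replicate numbers did not pair the time points (replicate differences correlated at 0.00197, -0.0194 and -0.00774). Between tissues they correlated at 0.0507 to 0.163, and at CpGs that vary between fish 8 of the 12 pairs of libraries with the same number had a correlation of at least 0.757, so the numbers tie tissues of a fish in part. Blocks by replicate number were a separate term within each tissue, so they tied no libraries across tissues. With them the tissue pairs were compared at the fitted levels of replicate 1. They gave 57129, 54912 and 50435 tiles (29884 higher and 20551 lower for the last pair). These counts do not account for shared fish. In the ovary, 109 tiles were then higher and 77 lower at T4.

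Without 1 library, where a lone library is assumed to vary like the other groups, the tile counts were 14 to 206 in the pituitary, 25 to 230 in the ovary, 38 to 171 in the liver, 1098 to 1932 over the 3 tissues and 0 to 11 for the interaction. For the tissue pairs they were 78743 to 94910, 80392 to 94672 and 83858 to 101092.

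The similarity with at least 20 reads was 0.891 and 0.880 within tissues (same and other time point), and with levels between 0.2 and 0.8 it was 0.717, 0.681 and, between tissues, 0.243. At the named regions all 26 values under other alternatives kept their direction. Leaving out 1 library cannot reverse them under the rule by which they were named, but sizes moved, for example between 53.3 and 89.9 points at the increase on CM003293.1 in the liver without 1 T4 library. All 99 and 252 values of the named tiles kept their direction and stayed under the adjusted p threshold. The location of DMRs relative to genes and the test of gene bodies were not run, because no annotation of this assembly was used here.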

Other observations

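The splits of the libraries and the comparison of fish codes were planned, whereas the test of the cell mixture was chosen after the ovary DMRs were seen but before its slopes were computed, and the tests of recurrence, of fish left out of the calls, of aligned splits, of read depth, of the coverage limit and of exchanged titles were chosen only after the results were seen.

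Chance was tested by splitting the libraries in other ways. In each tissue, 1 of the 3 splits of the 4 libraries gave as many DMRs as T4 against T1, namely the real one, and with 3 splits chance cannot be excluded. For the 1 kb tiles over the 3 tissues, limma called 517 tiles, and 1 of 100 splits (drawn from 108) gave as many (median of the others 0, largest 28). For ovary against liver, pituitary against liver and pituitary against ovary, 1 of the 35 splits gave as many tiles, the real one (81359, 84751 and 84319 tiles, against at most 11, 21 and 48). The limma alternative to edgeR called 85428, 86688 and 89802 tiles for these pairs, so the counts of the real splits are not those of that alternative. Chance can be excluded for the 4 counts of the real splits when libraries are taken as independent. They are not, because tissues were partly taken from the same fish. Of the 3 splits that keep replicate numbers together in all tissues, 1 gave 517 tiles and the others 28 and 8, so for the change over 3 tissues a difference between fish cannot be told apart from a difference between time points by these splits.

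The DMRs may in part reflect differences between individual fish, in DNA sequence or inherited methylation, since T1 and T4 were sampled from different fish. At 10329 CpGs in DMRs, libraries with the same fish code in their titles had a mean correlation across tissues 0.167 above libraries with other codes. This value rests on the codes of the titles, some of which are doubted below. Between T4 replicate 2 and T1 replicate 1, the difference recurred in the liver, with at least 50% of its size, at 75.1% of pituitary DMRs (34.3% after shuffling the regions) and in the pituitary at 68.3% of liver DMRs (32.1%). It recurred in the liver at 68.8% of ovary DMRs with lower methylation at T4. Within a single direction the shuffled share is high (63.5% for these ovary DMRs, 66.9% for pituitary DMRs with higher methylation), so the test speaks mainly for a shared direction. Regions of the other splits, at which the T1 fish differ from each other, recurred at a similar share (75.5% of pituitary regions in the liver and 72.2% of liver regions in the pituitary).

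A change between T1 and T4 that all fish share would recur across tissues as well. It was examined with a fish that was not in the calls, placed between the T1 fish (0) and the T4 fish (1). Liver T4 replicate 1 lay at 0.597 (jackknife SE 0.0712) for pituitary DMRs and at 0.623 (SE 0.0890) for ovary DMRs with lower methylation, and pituitary T4 replicate 1 lay at 0.684 (SE 0.0438) for liver DMRs. The same measure was taken at regions of the other splits, whose calls set a T1 and a T4 library on each side. It gave 0.699 and 0.429 for liver T4 replicate 1 at pituitary regions. For pituitary T4 replicate 1 at liver regions it gave 0.643 and 0.446. With T4 replicate 1 left out, only T4 replicate 2 stood for T4. It lay on the side of 1 in the first split and of 0 in the second. Time point was thus not balanced in the measure. T1 fish left out of the calls lay on the T1 side, ovary T1 replicate 2 at 0.247 (SE 0.0528) for pituitary DMRs and liver T1 replicate 2 at 0.360 (SE 0.0640) for ovary DMRs with lower methylation. All 5 positions at DMRs thus lean to the fish's own time point, in favour of a shared change. In the other splits the left-out T4 fish also lay nearer to the side that held T4 replicate 2. Those splits therefore give no range free of time point against which the 5 positions could be set. The 2 explanations cannot be told apart here, because each test rests on a single fish.

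Ovary DMRs with higher methylation at T4 behaved differently. The difference between the same fish recurred in the liver at 23.9% of them (23.4% after shuffling). This low share argues against differences between fish that all tissues share at most of them. The liver was already at 69.4% at T1, against 25.3% in the ovary, which left less room for a rise. Across these DMRs the differences in ovary and liver correlated at 0.455, so a shared part is not excluded. With at least 20 reads per CpG, 82.1% of ovary DMRs were higher at T4, so this share did not rest on CpGs with fewer reads. Such a floor does not equalise depth between libraries, so a difference in depth was not excluded. A change in the mixture of cell types in the ovary is a candidate explanation that stays open. Across 1 kb tiles, the ovary difference followed the gap to the other tissues with a slope of 0.263 where the ovary was lower and 0.0688 where it was higher. A mixture with cells like the other tissues would give slopes of like size, but the methylation profile of the cells that may have changed is not known. A change within ovarian cells during maturation stays open as an untested hypothesis. The count depends on single libraries: without ovary T4 replicate 2 there were 820 DMRs (59.9% higher at T4) and without ovary T1 replicate 2 there were 1034 (67.5%).

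The fish codes in the titles disagree with the data in places. At 29938 CpGs that vary between fish, ovary T1 replicate 1 had a correlation of 0.818 with pituitary T1 replicate 1 and 0.766 with liver T1 replicate 1, although their titles give another fish, whereas ovary T1 replicate 2, which shares their code, had 0.122 and 0.0354. Exchanged codes in the titles of the ovary T1 libraries are a candidate explanation. Pituitary T4 replicate 1 and ovary T4 replicate 1 carry different codes and had a correlation of 0.816. Ovary T4 replicate 1 and liver T4 replicate 1 share a code but had a correlation of 0.156. A code in a T4 title may thus be wrong. In all, 8 pairs of libraries from different tissues lay between 0.757 and 0.818, and the remaining 16 pairs of the same time point reached at most 0.391. Tissue and time point, on which the comparisons rest, are not affected by an exchange within a group. No biological explanation was tested.

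Pituitary T1 replicate 1 held 0 cytosines with more than 150 reads. Its highest coverage was exactly 150, whereas the highest coverage of the other 11 libraries was between 4730 and 7395. It held 1033 cytosines in the bin of 20 read depths from 120 reads, shortly below this value, so a coverage limit applied to that library alone is a candidate explanation. A limit acts only above its value and would not by itself thin the coverage below it, where this bin made up 5.08% of the like bin from 60 reads, against 7.61% to 13.6% in the other libraries; what thinned it stays open. No biological explanation was tested. Without pituitary T1 replicate 1, edgeR called 14 tiles in the pituitary.

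The number of DMRs here was 731 in the pituitary, 1617 in the ovary and 632 in the liver. These are lower than the counts quoted from the study. The mean DMR length here was 97.2 bp in the pituitary, 94.2 bp in the ovary and 98.4 bp in the liver. These lengths are below the mean quoted from the study. The lengths and counts depend on the joining distance, and with CpGs up to 500 bp apart joined the mean lengths were 259, 218 and 264 bp and the counts 1026, 2543 and 871. The number of pituitary DMRs that overlapped both an ovary and a liver DMR here was 114. This is higher than the number quoted from the study.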
